A study of Mus musculus with 12 samples.

How the data were processed

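Mouse tumours were dissociated, their cells were labelled with TotalSeq-C hashtag antibodies and sorted for live cells, and libraries were made with the 10x Genomics 5′ single-cell kit, per the labels' protocols. The authors deposited raw UMI counts per gene and cell barcode for 6 libraries, made with Cell Ranger 6.0.0 per the file headers, with 32285 gene rows and 10 hashtag rows in each matrix. The aligner settings, genome build and annotation are not given in the sources used here. Of the gene identifiers, 32235 (99.8%) were found in GENCODE M21, which was used only for the position of Mif. A deposited sheet pairs each hashtag of each library with a line, day and letter. A tumour took its group from the line number, looked up among the labelled single-line libraries.

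Cells were kept with at least 300 genes and at most 15% mitochondrial counts. Hashtags with under 0.1% of their library's hashtag counts were left out, which removed 2 of the 47 in the sheet (line 18, day 0, letter B, with 33 counts, and line 24, day 6, letter B, with 7281 counts). HTODemux in Seurat 5.3.0 assigned cells to hashtags, and doublets between hashtags and negative cells were left out. Hashtag doublets were 17.9% to 30.9% of passing cells. Doublets within a tumour carry 1 hashtag and remain. Scrublet's automatic threshold marked 0% of cells in the libraries of lines 19 and 24. The doublet alternative therefore left out, in each library, the cells of highest score up to the number of same-tumour doublets expected from the hashtag doublets.

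Clustering used scanpy 1.11.5 with 2070 variable genes, leaving out Mif, Xist, mitochondrial and immune receptor variable genes, with 30 principal components, 15 neighbours and Leiden resolution 1.0, which gave 24 clusters. Clusters were named from 15 marker lists. A name needed at least 3 markers, each at a fold of at least 2 over other cells and in at least 10% of cells. At least as many of the 10 leading genes had to be markers of that type as of any other type, and a cluster of low UMI counts for its library also needed at least 1 such leading gene. Cluster 1, with 7 endothelial markers, had 1 of these among its leading genes against 2 of another type, and was left unnamed. The intended class of tumour-like cells could not be named, because no cluster carried the melanocytic markers, and the line compartment (10 clusters, with Ptprc at most 10% of the macrophage level) took its place in every test. Clusters 1, 14 and 22 stayed unnamed, 3 clusters were mostly hashtag doublets and 2 held fewer than 100 cells.

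Raw counts were summed per tumour and class over singlet cells, for tumours with at least 20 cells. The fit was edgeR 4.0.16 (filterByExpr, TMM, glmQLFit, glmQLFTest) with day and group as terms, Benjamini-Hochberg adjustment and a threshold of 0.05. The means and SDs of Mif per tumour in the report are unscaled CPM, and those of other named genes are scaled by TMM factors. Standard errors were derived from the fold change and the F statistic. The named genes are Mif, members of the fixed lists, and the 5 (line compartment) or 3 (other classes) largest changes each way. These were taken among genes past the threshold with a mean logCPM of at least 2 and both KO line means on the same side of both control line means. Gene lists were tested in limma 3.58.1 with camera at a correlation of 0.01, with fry, and with camera at an estimated correlation. Shares of classes were tested by permutation with 100000 resamples, or by exact permutation where groups were small. Limits from a count of 0 (3 counts) cover counting error only.

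Line is nested in group, with 2 lines per group, and the 4 single-line libraries each hold 1 line, so library and line cannot be separated there. Both mixed libraries hold tumours of both groups and were used for comparisons within a library.

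The edgeR fits were tested on simulated data with 200 changed genes. Without line effects, 97.5% of changed genes were recovered in the line compartment (12440 genes), 94% in macrophage/monocyte-like cells (7621 genes) and 89% in T-cell-like cells (3531 genes). With random line effects of the size seen within groups, 94.8%, 76.7% and 55.0% of calls were unchanged genes, among 3719, 771 and 389 calls. Sums per line then gave 0, 0 and 106 calls in edgeR, against 203, 195 and 201 without line effects, where they recovered 95%, 90% and 96.5% of changed genes. The number of samples alone thus does not bring the calls to 0 in these simulations. The false discovery rate of the fits over tumours therefore covers these 4 lines and does not extend to other lines.

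The alternatives were DESeq2 1.42.0, RLE scaling, no count filter, sums per line, single-line libraries without hashtags, mixed libraries alone, a library term, a mean per line, another hashtag call (the highest at least 3 times the second and at least 20 counts), a stricter cell filter (at least 1000 UMIs and at most 10% mitochondrial counts), removal of likely doublets, at least 50 cells per tumour, Leiden resolution 0.5 and leaving out each line. These alternatives (apart from the form in which likely doublets were removed), the comparisons, the rule for named genes, the marker lists and the 6 gene lists and receptor list were fixed before the data were examined. Set after the data were seen were the marker scoring rule, the rule for the line compartment, the doublet alternative as run, the added alternatives that the closing section names, a list of 9 TGF-beta response genes and part of the tests of explanations. In 5 of those tests the criterion was changed after a first outcome: the reference genes for Mif in mixed libraries and for Ogn, the requirements on fry and on splits of the tumours at day 0, the requirement that a carry-over reading hold in each line, and the pairings of lines, which were first read over tumours alone and without a bound for an exclusion. The value that weighs a lower share of cytotoxic cells was also changed, from a median near 0 to the gene that fell most. The 3 WT tumours entered no comparison.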

Results

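Single-cell transcriptomes were collected from mouse tumours of a series on the rejection of melanoma. The cells came from lines that the labels name SCC35. The groups were 2 control lines, numbered 15 and 18, and 2 lines labelled as knockouts (KO) of Mif, numbered 19 and 24. Mif encodes macrophage migration inhibitory factor, a secreted cytokine. Each tumour was marked with a hashtag antibody, an antibody that carries a DNA barcode, so that tumours could be pooled and their cells told apart afterwards. Of the 6 gene expression libraries, 4 held tumours of a single line and 2 held tumours of several lines. The deposited hashtag sheet gave each hashtag a line, a day (0, 6, 10 or 16) and a letter. After the hashtags were read, 21 control tumours and 21 KO tumours were compared. A further 3 tumours that the sheet calls WT entered no comparison, because the labels put them in no group.

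The libraries held 176381 barcodes, of which 163866 passed the cell filter and 100459 were assigned to a single tumour. Gene counts per library ran from 151385933 to 239699029 unique molecular identifiers (UMIs). A tumour was represented by 224 to 4578 cells and by 1975214 to 27576694 UMIs. The median UMI count of a passing cell was 9122 in the library of control line 15, 4823 in that of control line 18, 9038 in that of KO line 19 and 3072 in that of KO line 24. Over 37 pairs of tumours of the same line and day, chi-square per degree of freedom over genes ran from 1.65 to 36.4. No tumours were therefore merged as repeats of 1 library.

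No cluster carried the melanocytic markers that had been set for tumour cells. The 10 clusters with too few markers of any host cell type for a name (0 to 2, such as Bst2 and Cox6a2 in cluster 10) and with little Ptprc, a gene of blood cells, are called the line compartment. Its cells are not identified as tumour cells by any marker. It held 58368 cells of the 42 tumours. Different clusters held most of it in different lines: cluster 6 was the largest in line 15 with 23.1% of the compartment, cluster 7 in line 18 with 28.8%, cluster 8 in line 19 with 36.3% and cluster 4 in line 24 with 36.1%.

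Mif was examined first, as a check of the labels. The gene (ENSMUSG00000033307) has 3 exons on the minus strand of chromosome 10, between 75859353 and 75860240 in the GENCODE M21 annotation of GRCm38. The build behind the deposited counts is not given in the sources used here. In line-compartment cells Mif had a mean of 2318 CPM (UMI counts scaled to a common total) ± 365 (SD, n = 21) in control tumours and 279 CPM ± 237 (SD, n = 21) in KO tumours. The means per line were 2455 CPM for line 15, 2168 CPM for line 18, 106 CPM for line 19 and 471 CPM for line 24. All 21 control tumours lay above every KO tumour. The log2 fold change was -3.10 (SE 0.33, edgeR adjusted p 1.23e-09). An exact two-sided permutation test over the 4 line means gave p = 0.33, the smallest value that 4 lines allow. Leaving out a line moved the estimate most, to -4.45 without KO line 24 and to -2.31 without KO line 19, and both kept an edgeR adjusted p under 0.05. The log2 fold change with 1 sum per line was -3.08 and the edgeR adjusted p 0.622. Over all 22 alternatives, DESeq2 among them, the adjusted p ran from 2.09e-21 to 0.622.

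Mif counts remained in both KO lines. With each cell thinned to 1000 UMIs, 72.5% to 87.9% of line-compartment cells of a control tumour had a Mif UMI, against 3.83% to 39.7% in a KO tumour. Without thinning the shares were 90.4% to 97.4% and 31.7% to 77.3%. No cell class without Mif was at hand to measure the share that free RNA gives. The reads come from the 5′ end, so a transcript that carries a frameshift can still be counted. Both KO lines had more Mif in a mixed library than in their own library. Line 19 had 255 CPM ± 18.2 (SD, n = 3) against 49.7 CPM ± 4.94 (SD, n = 8), and line 24 had 723 CPM ± 15.9 (SD, n = 3) against 362 CPM ± 101 (SD, n = 7). Both control lines had less Mif in the mixed libraries than in their own. Line 15 had 2002 CPM ± 229 (SD, n = 3) against 2625 CPM ± 299 (SD, n = 8). Line 18 had 1938.5 CPM ± 151 (SD, n = 3) against 2266.5 CPM ± 252 (SD, n = 7). The own libraries include day 0, which the mixed libraries lack. Over summed counts of days 6 to 16 alone the levels were 51.4 CPM in the own library and 255.4 CPM in the mixed library for line 19, and 425.1 and 722 CPM for line 24. In cells of the named host classes Mif was present in both groups, at 1154 CPM ± 182 (SD, n = 18) in control tumours and 1019 CPM ± 102 (SD, n = 17) in KO tumours. No difference was detected within macrophage/monocyte-like cells (log2 fold change -0.09, edgeR adjusted p 0.455) or within T-cell-like cells (log2 fold change -0.07, edgeR adjusted p 0.688). The sign changed under 4 of 20 alternatives in the former and 2 of 18 in the latter.

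**Figure D1:**
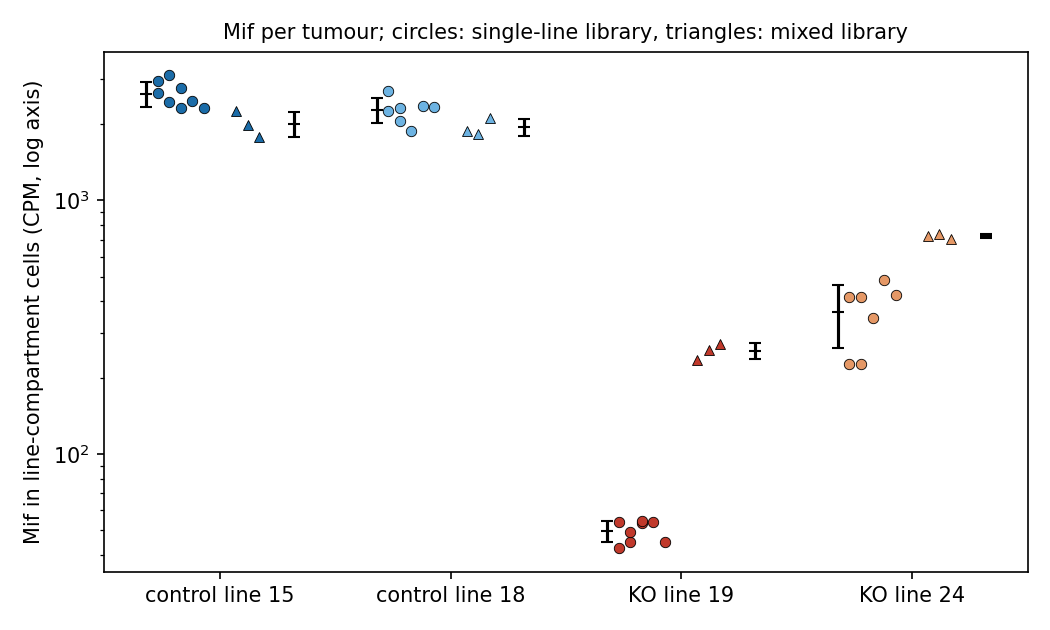
Mif in line-compartment cells of each tumour, in CPM on a log axis, by line. Circles are tumours of single-line libraries, triangles are tumours of mixed libraries, and each bar shows the mean and SD of 1 of these sets; the KO sets, with means from 49.7 to 723 CPM, lie below the control sets.

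The next comparison asked which genes differed between line-compartment cells of KO and control tumours. Of 12640 genes tested, 6218 passed an edgeR adjusted p of 0.05, with 3292 higher and 2926 lower in KO tumours. With 1 sum per line edgeR called 0 genes, with 1190 genes at an unadjusted p under 0.05. DESeq2 was run on tumours only and called 6472. Within the mixed libraries, where both groups were captured together, edgeR called 532 genes, of which 518 were shared with the 6218 and moved the same way. With the library as a term for all tumours, 1882 genes passed. In that fit too the group difference comes from the mixed libraries alone, since each single-line library holds 1 group. It is therefore no independent check of them. The lines can also be paired without regard to the Mif label, and lines 15 and 19 against lines 18 and 24 differed in 5356 genes, while lines 15 and 24 against lines 18 and 19 differed in 3441. Another pairing of these lines thus gave 5356 genes against 6218.

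The genes named here are Mif and those with the largest changes in which both KO lines lay on the same side of both control lines. S100a16 (ENSMUSG00000074457) rose from 11.3 CPM ± 7.43 (SD, n = 21) in control to 98.9 CPM ± 37.0 (SD, n = 21) in KO tumours, a log2 fold change of 3.31 (SE 0.16, edgeR adjusted p 2.51e-19). Cd74 rose from 10.7 CPM ± 6.85 (SD, n = 21) to 129 CPM ± 179 (SD, n = 21), with a mean of 44.5 CPM in line 19 and 222 CPM in line 24. In KO tumours the Cd74 level was 0.674% of that in macrophage/monocyte-like cells, within the range of 0.192% to 0.833% that macrophage markers had in the line compartment. By line it was 0.590% in line 19, within 0.129% to 0.688%, and 1.48% in line 24, above the 0.408% to 1.27% of the markers there. C1s1, Il17rd and Dmp1 had log2 fold changes of 3.43, 3.38 and 3.07. Without KO line 24 the log2 fold change was 1.18 for C1s1, 1.54 for Il17rd and 2.11 for Cd74. The line means of C1s1 were 5.63 CPM in line 19 and 36.5 CPM in line 24, and those of Il17rd 2.76 and 20.5 CPM. Tspan6 (ENSMUSG00000067377) fell from 28.9 CPM ± 6.24 (SD, n = 21) to 1.34 CPM ± 1.94 (SD, n = 21), a log2 fold change of -4.46 (SE 0.36, edgeR adjusted p 1.04e-12). All 21 control tumours lay above every KO tumour for Tspan6 and for Srpx2. Srpx2, Gap43 and Sprr1a had log2 fold changes of -3.92, -3.76 and -3.74. Gap43 was at 3.47 CPM in line 15 and 18.4 CPM in line 18, and without control line 18 its log2 fold change was -1.93 (edgeR adjusted p 0.0254). With 1 sum per line none of the 9 genes passed the edgeR threshold, and their adjusted p ran from 0.250 to 0.626. In the single-line libraries without hashtags none passed either (0.402 to 0.476). Within the mixed libraries C1s1, Il17rd and Sprr1a did not pass either, with edgeR adjusted p of 0.272, 0.0654 and 0.0583, and C1s1 did not with the library as a term (0.0677).

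Lists of genes fixed beforehand were tested in the same fits, 6 in all. The 11 antigen presentation genes had a median log2 fold change of 1.15 in the line compartment, and all 11 were higher in KO tumours. Each of the 11 passed over all genes tested, and 11 passed adjusted over the list alone. Their camera p was 5.16e-05 (limma, Benjamini-Hochberg adjusted over the 6 lists 0.00031). Of 12 interferon response genes, all higher in KO tumours, 10 passed over all genes and 11 adjusted over the list alone. Their median log2 fold change was 1.09 and the camera p 0.00333 (limma, adjusted 0.00999). Both calls held under fry, with p = 0.000123 and 0.00298, and neither held under camera with a correlation estimated from the data, with p = 0.180 and 0.326. Leaving out KO line 24 raised both most, to a camera p of 0.430 and 0.945, the highest over their alternatives. Leaving out KO line 19 lowered both most, to 6.67e-11 and 2.12e-06. Tap1, for example, had a mean of 20.6 CPM in line 15, 22.1 in line 18, 27.0 in line 19 and 80.7 in line 24. Cd274 was lower in line 19, at 5.33 CPM, than in either control line, and 14.3 CPM in line 24.

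Known receptors of Mif and its homologue Ddt formed another fixed list. In the line compartment 4 members were tested, and Cd74, Cd44 and Ackr3 passed both adjusted over the list alone and over all genes, with log2 fold changes of 3.42, -0.23 and -0.51. Ddt passed in neither way, with a log2 fold change of -0.11. In macrophage/monocyte-like cells Cd74 had a log2 fold change of 1.02 and Cd44 of 0.27, and both passed in both ways, while Ddt, at -0.30, passed adjusted over the list alone. In T-cell-like cells Cxcr4 had a log2 fold change of 1.39 (SE 0.32, edgeR adjusted p 0.00221 over all genes) and was the only tested member past either threshold. Members not mentioned were below the count filter of a class or did not pass.

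In macrophage/monocyte-like cells 18 control and 17 KO tumours with 14579 cells were compared. Of 7766 genes tested, 2960 passed an edgeR adjusted p of 0.05, with 1536 higher and 1424 lower in KO tumours. The count moved most in the single-line libraries without hashtags, where 102 genes passed. On 1 sum per line 1014 genes passed, of which 842 were shared with the 2960. Without control line 15 and without KO line 24 the counts were 1928 and 1068. In the mixed libraries alone 500 passed, of which 463 were shared. The other pairings of the lines gave 2 and 79 genes. Cluster 16 held 49.9% of the class in line 15, 55.8% in line 18, 18.9% in line 19 and 4.79% in line 24, and cluster 18 held the rest. Within cluster 16 alone 485 genes passed, and within cluster 18 alone 1651.

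The largest rises in this class were those of Ogn, Cd3g and Nkg7. Ogn rose from 5.28 CPM ± 4.03 (SD, n = 18) to 70.4 CPM ± 68.6 (SD, n = 17), a log2 fold change of 3.76 (SE 0.46, edgeR adjusted p 1.06e-07). Its log2 fold change within the mixed libraries was 0.48 (edgeR adjusted p 0.455), the lowest of 19 alternatives. It also did not pass with the library as a term (0.323) or in the single-line libraries without hashtags (0.0539). Cd3g and Nkg7 had log2 fold changes of 3.43 and 3.20. Neither passed within the mixed libraries (edgeR adjusted p 0.0837 and 0.0597) or in the single-line libraries without hashtags (0.103 and 0.0639), and Nkg7 did not with the library as a term (0.0595). Without KO line 24 Nkg7 had a log2 fold change of 2.06. Both are expressed by T cells, and their levels were 2.73% and 2.15% of those in T-cell-like cells, where the other T-cell markers had 2.65% to 3.58%. The largest falls were those of Ppbp, Mmp9 and Lipg, at -3.28, -3.24 and -2.75. Mmp9 fell from 40.6 CPM ± 41.8 (SD, n = 18) to 4.45 CPM ± 4.08 (SD, n = 17), and it also leads cluster 22. The fall of Mmp9 came to 1.14% of its level in cluster 22, and for 6 other genes of cluster 22 this share ran from -4.69% to 1.95%. Ppbp did not pass within the mixed libraries (log2 fold change -1.996, edgeR adjusted p 0.162), with the library as a term (0.113) or without KO line 24 (-2.06, 0.0555). Mmp9 did not pass with the library as a term (0.0596). Lipg did not pass with 1 sum per line (0.0536) or in the single-line libraries without hashtags (0.154). Without KO line 19 Ppbp and Lipg had log2 fold changes of -5.69 and -4.52.

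All 8 tested genes of the inflammatory list were higher in macrophage/monocyte-like cells of KO tumours, and 4 passed, both over all genes and adjusted over the list alone. Their median log2 fold change was 0.57, with a camera p of 0.0141 (limma, adjusted over the 6 lists 0.0282). This held under fry (p = 0.00541) and not under an estimated correlation (p = 0.264). The alternative activation list gave a camera p of 0.407 (adjusted 0.611), with 2 of 8 tested genes called higher and 3 called lower, and 5 called adjusted over the list alone. Without KO line 19 its camera p was 0.0404. Its camera direction was down, while its median of 0.31 and mean of 0.35 were positive. Mrc1 of this list, with a log2 fold change of -0.66, is also among the leading genes of cluster 16.

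In T-cell-like cells 16 control and 17 KO tumours with 6456 cells were compared. Of 3765 genes tested, 595 passed an edgeR adjusted p of 0.05, with 277 higher and 318 lower in KO tumours. The count moved most in the single-line libraries without hashtags, where 4 genes passed. Without control line 15 and without KO line 24 the counts were 256 and 159. With 1 sum per line 80 passed, of which 70 were shared with the 595, and within the mixed libraries 39 passed, of which 31 were shared. Of the other pairings of the lines, the larger gave 23 genes. Without a low-count filter 890 genes passed, and 78.2% of these were higher in KO tumours, against 46.6% with the filter.

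Gzmd fell from 594 CPM ± 808 (SD, n = 16) in control to 12.6 CPM ± 21.6 (SD, n = 17) in KO tumours, a log2 fold change of -5.62 (SE 0.60, edgeR adjusted p 2.23e-08), on 1278 and 82 counts. In 10 of 16 control tumours it lay above every KO tumour. Gzmf and Gzme had log2 fold changes of -5.38 and -4.79. These 3 granzyme genes are close paralogs, and how the counting divides reads among them is uncertain. The largest rises were those of Ogn, Ccl1 and H2-Aa, with log2 fold changes of 3.57, 2.18 and 1.60. Ogn reversed to -0.15 with the library as a term and did not pass without control line 15 (edgeR adjusted p 0.0641), with 1 sum per line (0.0513) or in the single-line libraries without hashtags (0.130). H2-Aa did not pass within the mixed libraries (edgeR adjusted p 0.201), with 1 sum per line (0.109), in the single-line libraries without hashtags (0.188) or with the library as a term (0.266, the highest over its alternatives), and its level was 1.10% of that in macrophage/monocyte-like cells, where macrophage markers had 0.910% to 3.41%. Ccl1 did not pass with the library as a term (edgeR adjusted p 0.499), in the single-line libraries without hashtags (0.165), or without control line 15, control line 18 or KO line 19 (0.104, 0.171 and 0.0949). Its log2 fold change without KO line 19 was 1.03, and that of Gzmd was -8.66.

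Of the cytotoxic list, 7 genes were tested in T-cell-like cells, with 1 called higher, 1 called lower and 3 called adjusted over the list alone. Prf1 had a log2 fold change of -1.24 and Ccl5 of 1.06. The camera p was 0.671 (limma, adjusted over the 6 lists 0.797), with a median of 0.09, a mean of -0.05 and a camera direction of up. Of 6 tested inhibitory receptor genes, Pdcd1 alone passed, over all genes and adjusted over the list alone, with a log2 fold change of 0.88. The camera p of that list was 0.797 (adjusted 0.797).

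Whether the KO lines moved the same genes was examined across genes, which are not independent replicates, with pairs of differences that share no line. In the line compartment the Spearman correlation of line 19 minus line 15 with line 24 minus line 18 was 0.251. The other pairing gave 0.0903. For reference, the difference between the control lines and that between the KO lines, which do not involve the Mif label, had a correlation of 0.195. The sign of this reference is arbitrary, since it depends on the order in which the lines are subtracted. In macrophage/monocyte-like cells the corresponding values were 0.518, 0.622 and -0.0941, and in T-cell-like cells 0.420, 0.325 and 0.128.

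**Figure D2:**
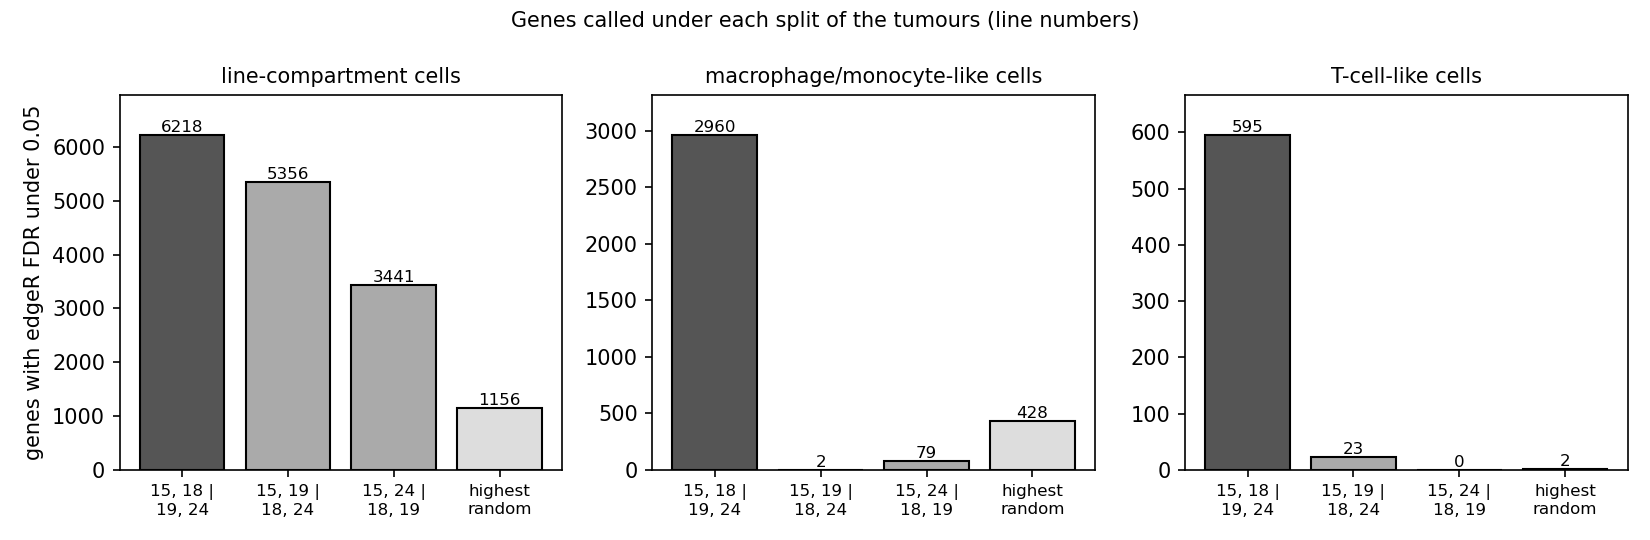
Number of genes with an edgeR adjusted p under 0.05 for each way of splitting the 4 lines into pairs, with line numbers under the bars, and the highest number over random splits of the tumours, in the 3 cell classes. The split of control from KO lines is the left bar of each panel, at 6218, 2960 and 595 genes, and in line-compartment cells the next pairing reached 5356.

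The shares of 9 cell classes among the singlet cells of a tumour were compared by a two-sided permutation test over tumours. Dissociation and the live-cell sort set these shares. The means over all days include day 0, when cells of the immune classes were nearly absent. At days 6 to 16 alone T-cell-like cells made up 3.02% of control and 12.0% of KO tumours, and cluster 22 made up 2.77% and 0.0467%. T-cell-like cells made up 2.59% ± 1.83 (SD, n = 21) of a control tumour and 9.69% ± 7.997 (SD, n = 21) of a KO tumour (permutation p 1e-04, Benjamini-Hochberg adjusted 0.00045). The difference of 7.10 percentage points became 11.5 within the mixed libraries, as the mean of 3.48 in mixed library 1 and 19.4 in mixed library 2, and 4.24 without KO line 24. On a log odds scale it was 1.07, with an adjusted permutation p of 0.0804, the highest over the alternatives. Cluster 22, led by Ctsk, Acp5 and Mmp9, made up 2.37% ± 2.09 (SD, n = 21) of control and 0.0378% ± 0.0583 (SD, n = 21) of KO tumours. Its permutation p of 2e-05 is the smallest that the 100000 resamples can give (adjusted 0.00018). Neutrophil-like cells made up 0.682% ± 0.719 (SD, n = 21) and 0.181% ± 0.249 (SD, n = 21), with an adjusted permutation p of 0.00342 that rose to 0.170 without control line 15 and to 0.0740 without KO line 24. Fibroblast-like cells made up 2.94% and 1.85% (adjusted permutation p 0.0396), which did not hold without control line 15, KO line 19 or KO line 24. Cluster 14 made up 0.266% and 8.89% (adjusted permutation p 0.00048). Of its cells, 94.1% were in the library of line 24, and without that line the difference was 0.111 percentage points (adjusted permutation p 0.453).

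The other classes did not differ after adjustment over all days. The line compartment made up 69.6% of control and 62.8% of KO tumours (adjusted permutation p 0.300, but 0.0107 without KO line 19, with a difference of -22.1 percentage points, and a difference of 6.98 without KO line 24). The shares were, for macrophage/monocyte-like cells, 17.5% and 11.5% (0.108), for dendritic-like cells 1.41% and 2.22% (0.112) and for cluster 1 0.511% and 0.405% (0.300). Among immune cells alone, macrophage/monocyte-like cells were lower by a difference of -30.4 percentage points and T-cell-like cells higher by 29.96 (adjusted permutation p 2.67e-05 for both). These are shares of 1 total and are not independent. The exact test over 4 line means cannot go below 0.33. Within the mixed libraries an exact permutation test over 350 arrangements gave p = 0.0114 for T-cell-like cells (adjusted 0.0429), 0.00286 for cluster 22 (adjusted 0.0257), 0.0143 for neutrophil-like cells (adjusted 0.0429) and 0.217 for macrophage/monocyte-like cells (adjusted 0.442).

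The shares were also compared by day, in 34 exact permutation tests. T-cell-like cells made up 2.74% ± 1.99 (SD, n = 6) of control and 9.45% ± 3.79 (SD, n = 5) of KO tumours at day 6 (exact permutation p 0.00866, adjusted 0.0409). At day 10 the shares were 2.94% and 13.6% and at day 16 3.38% and 12.4% (exact permutation p 0.0108, adjusted 0.0409 for both). Cluster 22 made up 1.94% of control and 0.00608% of KO tumours at day 6 (exact permutation p 0.0909, adjusted 0.206). It made up 4.33% and 0.0691% at day 10, and 2.04% and 0.0583% at day 16 (exact permutation p 0.00216, adjusted 0.0368 for both), and on each of these days all 6 control tumours lay above all 6 KO tumours. At day 0 no cell of cluster 22 was seen among 1378 cells of 3 control tumours, which allows a share of up to 0.218%, or among 4998 cells of 4 KO tumours, which allows up to 0.0600%. These limits cover counting error only. Immune classes were nearly absent at day 0 as well. Macrophage/monocyte-like cells made up 0% of control and 0.0401% of KO tumours, and T-cell-like cells 0% and 0.0798%. The line compartment made up 99.4% and 92.2%. The absence of cluster 22 at day 0 is thus not particular to that cluster. Another 4 of the 34 tests passed with an adjusted p of 0.0409. These were neutrophil-like cells at day 10 (0.728% in control and 0.203% in KO tumours, exact permutation p 0.0108), fibroblast-like cells at day 10 (3.70% and 1.96%, 0.00649), cluster 14 at day 6 (0.176% and 11.8%, 0.00866) and cluster 1 at day 16 (0.402% and 0.181%, 0.0108).

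Whether the difference between KO and control changed with day was tested as an interaction in edgeR. In the line compartment 3333 genes passed, and leaving out a line moved this most, to 1406 without control line 15 and 2144 without control line 18. In macrophage/monocyte-like cells 537 genes passed, and 158, 166 and 203 without control line 18, KO line 19 and KO line 24. In T-cell-like cells 32 genes passed, and 19 and 13 without control line 15 and KO line 24. Without control line 18, edgeR called 0 genes there, with 390 at an unadjusted p under 0.05. DESeq2, run with all lines, called 62.

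**Figure D3:**
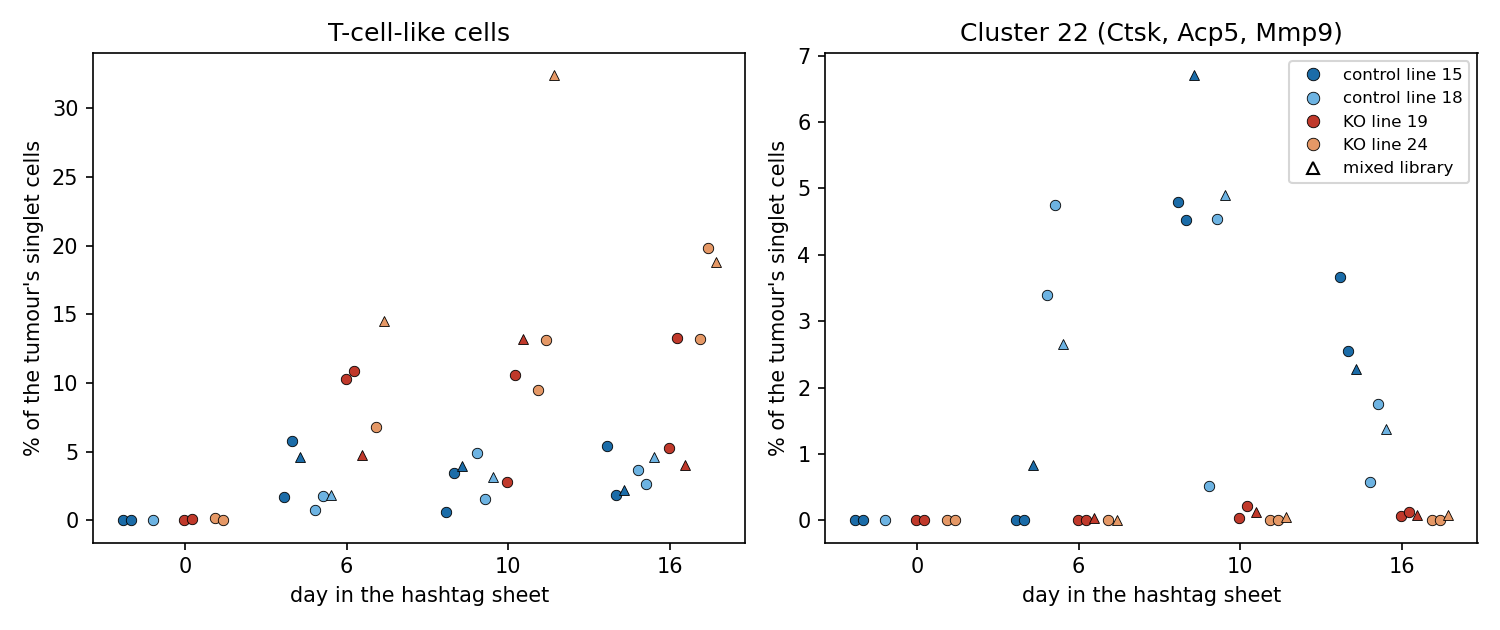
Share of each tumour's singlet cells, in percent, that are T-cell-like (left) or in cluster 22 (right), by the day in the hashtag sheet. Each point is a tumour coloured by line, with triangles for mixed libraries; from day 6 the KO means of T-cell-like cells (9.45% to 13.6%) lie above the control means (2.74% to 3.38%), and cluster 22 reaches at most 0.215% of a KO tumour.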

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

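Of the tests in this part, those of Mif in the mixed libraries, of other pairings of the lines, of host cells, of carry-over by line, of Ogn, Ppbp and Lipg and of the granzymes were chosen only after the result was seen, and the others before.

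Over 68 sets of 4 to 6 tumours of a group and day, 8 had a tumour far from the others, and chance gives about 1 in 20 sets. T-cell-like cells made up 32.4% of the line 24 tumour with letter C at day 10 in mixed library 2, against 2.82% to 13.2% in the other KO tumours of that day. Dendritic-like cells made up 0.178% of the line 24 tumour with letter A at day 0 and 0% of the other 3. Cluster 22 made up 0.519% of the line 18 tumour with letter A at day 10 in its own library, against 4.52% to 6.71% in the other control tumours. It made up 0.0304% of the line 19 tumour with letter C at day 6 in mixed library 1 and 0% of the other KO tumours of that day. In this set and in that of dendritic-like cells, any cell of the class would set a tumour apart from others at 0%. These sets therefore say nothing against chance. No technical or biological explanation was tested for these single tumours.

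Cluster 14 made up 55.4%, 39.1% and 40.6% of the line 24 tumours with letter A at days 6, 10 and 16, against 0.487% to 1.74%, 0.178% to 7.05% and 0.114% to 10.3% in the other KO tumours of these days. In a control tumour of line 18 at day 10 (letter C, mixed library 2) it made up 1.58%, against 0% to 0.334%. The line 24 library held 94.1% of these cells, and within it library and line cannot be separated. Line 24 was also captured in mixed library 2, where its tumours had 1.74%, 1.80% and 0.626% at days 6, 10 and 16. Its tumours of these days in its own library had 7.05% to 55.4%. A high share thus did not appear in every library that held line 24. No cause was tested.

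The difference between KO and control changed with day, by an interaction test in edgeR, for 3333 genes in the line compartment, 537 in macrophage/monocyte-like cells and 32 in T-cell-like cells. In each class, 1 of 25 assignments of tumours within days, the real one included, gave as many genes. A random assignment of tumours can thus be excluded at that number. The random assignments gave at most 2337 genes in the line compartment, 1 in macrophage/monocyte-like cells and 0 in T-cell-like cells. The margin was therefore narrow in the line compartment. A difference between lines is not excluded, since each group has 2 lines.

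The hashtag of the line 24 tumour with letter B at day 6 held 7281 counts, 0.0149% of the library's hashtag counts, above the highest of 13 hashtags of no tumour, at 0.00207%. Its cells were not analysed here. No biological explanation was tested.

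Mif was lower in the KO lines. Of 187 genes of similar abundance, 0 fell as much, which argues against lower depth or another composition as the cause. That is a count of genes, not a test.

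For Mif in KO lines of mixed libraries, RNA or unseen doublets of other lines' cells is a candidate explanation that stays open. In line 19 the rise was 10.9% of the difference between the other lines' level and that in its own library. Under the first criterion (at least 100 CPM in the other lines and 20-fold over the KO line) 2 genes gave 2.99% to 5.49%, and Mif lay above. Over 12 criteria looked at afterwards, the first among them, Mif lay within the range of the reference genes in 10 and above it in 2. In line 24 the rise was 16.1% of that difference. The first criterion gave 0 genes, and under the 8 criteria with genes Mif lay below the range, with medians of 26.0% to 50.1%. The outcome depends on a criterion that was varied after it was seen, so these tests decide nothing.

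For the genes changed in line-compartment cells, 1 of 40 splits of the tumours, the real one included, gave as many. The random splits gave at most 1156 genes against 6218, so chance can be excluded at that number of splits. Differences between lines that do not follow the Mif label may account for much of the count, since another pairing of the lines gave 5356 genes. In macrophage/monocyte-like cells 1 of 100 splits, the real one included, gave 2960 genes or more. The random splits gave at most 428 and the larger other pairing 79. In T-cell-like cells 1 of 100 splits, the real one included, gave 595 genes or more. The random splits gave at most 2 there and the larger other pairing 23. With 1 sum per line, which takes the spread between lines as error, 1014 and 80 genes were called (842 and 70 shared with the fit over tumours). The other pairings of these sums gave 0 in edgeR, with 55 and 165 genes at an unadjusted p under 0.05 in macrophage/monocyte-like cells and 287 and 180 in T-cell-like cells. Differences between lines that do not follow the label are thus argued against as the whole cause in these classes. The calls were fewer, at 102 and 4, in the single-line libraries without hashtags. The same libraries split by tumour gave 2047 and 518. A difference between lines that coincides with the label cannot be told apart from an effect of Mif in any of the 3 classes, because the real pairing is 1 of 3 and no test over 4 lines can exclude it.

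For the gene lists chance cannot be excluded, with the real split counted in each number of splits below. As small a camera p was given by 8 of 40 splits for antigen presentation, 11 of 40 for interferon response, 32 of 100 for the inflammatory list, 45 of 100 for alternative activation, 78 of 100 for the cytotoxic list and 87 of 100 for inhibitory receptors. RNA of macrophage/monocyte-like cells covered a median of 1.27% of the rise of antigen presentation genes and 2.11% of that of interferon response genes, which argues against it as the source of either rise. Host immune cells as a cause were weighed at day 0, with 3 control and 4 KO tumours and few host cells. There the camera p was 0.0108 for antigen presentation, with a fry p of 0.0949, which leaves host cells open. For interferon response it was 0.000415, with a fry p of 0.00921. Over all 35 splits of the 7 tumours into 3 and 4, as small a camera p was given by 19 for antigen presentation and 14 for interferon response, so chance is not excluded at day 0 and host cells stay open for both lists. The requirements that fry pass and that fewer than 1 in 20 splits reach the value were added after these values were seen.

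Carry-over of RNA may account for several named genes. Cd74 in the line compartment was at 0.674% of its level in macrophage/monocyte-like cells, within the 0.192% to 0.833% of 10 macrophage markers. By line it was at 0.590% in line 19, within 0.129% to 0.688%, and at 1.48% in line 24, above 0.408% to 1.27% but under 2 times the highest, so carry-over is left open for Cd74. In macrophage/monocyte-like cells Cd3g was at 2.73% and Nkg7 at 2.15% of their level in T-cell-like cells, where T-cell markers had 2.65% to 3.58%. H2-Aa in T-cell-like cells was at 1.10%, within 0.910% to 3.41%. The fall of Mmp9 was 1.14% of its level in cluster 22, within -4.69% to 1.95%. By line none of these 4 lay above its range, and in line 24 Cd3g, Nkg7 and H2-Aa lay below it. The criterion can exclude carry-over only for a value above the range. These values thus leave carry-over possible and do not show it. The range for Mmp9 also takes in reference genes that rose, so lying within it decides nothing. Among called genes, 283 in the line compartment, 41 in macrophage/monocyte-like cells and 5 in T-cell-like cells were at least 10 times higher in another class.

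Carry-over from cluster 22 is argued against for Ppbp and Lipg. Ppbp was at 0 CPM in that cluster (0 of 7038786 counts) and Lipg at 0.852 CPM, against 21.3 and 26.1 CPM in macrophage/monocyte-like cells of control tumours.

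Whether line-compartment RNA explains Ogn stays open. Its rise in line 24 was 56.0% of that in the line compartment for macrophage/monocyte-like cells and 62.1% for T-cell-like cells. A first set of 3 reference genes gave 11.8% to 4544% and 11.6% to 16.8%. A set of 14 genes, chosen after the first was seen, gave 0.246% to 18.8% and -0.575% to 40.4%. Ogn lay within the first range and above the second in macrophage/monocyte-like cells. In T-cell-like cells it lay above both, but under 2 times the highest value of the second set, so the criterion for an exclusion was met in the first set alone.

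Reads shared between granzyme paralogs are argued against as the whole cause of lower Gzmd, Gzme and Gzmf, since the sum of 7 granzymes also fell, with a log2 fold change of -1.95 (edgeR adjusted p 4.13e-05). A lower share of cytotoxic cells is also argued against as the whole cause. Of 6 genes of such cells the one that fell most, Prf1, had a log2 fold change of -1.24, against -4.79 for Gzme, which fell least of the 3 granzymes. This value replaced a median of 0.0739 after that was seen, since a median near 0 over genes that go both ways decides nothing. A biological difference between the groups stays untested.

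Differences between libraries are argued against for the shares of T-cell-like cells and cluster 22, which differed within the mixed libraries with an exact permutation p of 0.0114 and 0.00286. The size depends on the library for T-cell-like cells, with 3.48 percentage points in mixed library 1 and 19.4 in mixed library 2, and less for cluster 22, with -2.72 and -3.74. They stay open for macrophage/monocyte-like cells, with 0.217 and differences of -14.04 and -0.879. Line remains confounded with group for all 3. In mixed library 2 the WT tumours, with Mif of 2243 to 2623 CPM, had 0.0686% to 0.413% of cluster 22. Both line 18 tumours of that library had more, at 2.66% and 4.90%, so a low share of cluster 22 also occurred without low Mif.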

How the results depend on the processing

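The alternatives chosen only after the data were seen are those with cluster 14 taken in, clusters 0 and 9 left out, days 6, 10 and 16 alone, cluster 14 left out of the denominator, cluster 16 or 18 alone, tumours of single-line libraries alone, and removal of likely doublets in the form in which it was run. The others were planned.

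Of 278 alternatives of the 25 results that answer a comparison, 214 were counted as unchanged. That meant the same direction and side of the threshold, or for counts a value within 1.5 times. Shares as 1 mean per line or in the single-line libraries without hashtags had no test. They counted as unchanged when the difference kept its direction and stayed within 1 SD. For single named genes 381 of 436 kept direction and side of the threshold. Gzmd, Gzme and Gzmf passed in the same direction in 18 of 18 alternatives each. Cluster 22 kept its difference in 14 of 14, those without a test among them, from -3.23 to -2.12 percentage points, or -3.12 as log odds. The cause was not tested for any change below.

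With 1 sum per line, the log2 fold change of Mif in the KO lines was -3.08 (edgeR adjusted p 0.622), and in the single-line libraries without hashtags -3.75 (0.473). Over its 22 alternatives the adjusted p ran from 2.09e-21 to 0.622. Genes changed numbered 0, 1014 and 80 in line-compartment, macrophage/monocyte-like and T-cell-like cells with 1 sum per line, and 0, 102 and 4 in the single-line libraries without hashtags, both in edgeR. For the 2 counts of 0, 1190 and 1597 genes had an unadjusted p under 0.05, and no other tool was run on these sums. In tumours of the single-line libraries alone the counts were 5651, 2047 and 518. Within the mixed libraries the counts were 532, 500 and 39, and with a library term 1882, 496 and 40. Both settings take the group difference from the mixed libraries alone. In cluster 16 alone 485 and in cluster 18 alone 1651 genes passed. Leaving out a line gave 4357 to 7390, 1068 to 3046 and 159 to 626 genes. For the interaction with day it gave 1406 to 4391, 158 to 755 and 0 to 31 (for the 0, 390 at an unadjusted p under 0.05), and DESeq2 with all lines called 62 in T-cell-like cells. Without a count filter 890 genes passed in T-cell-like cells, 78.2% of them higher against 46.6%, and the median of all genes moved to 0.18.

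Under an estimated correlation the camera p was 0.180, 0.326 and 0.264 for the antigen presentation, interferon response and inflammatory lists. Within the mixed libraries it was 0.00170, 0.0357 and 1.02e-05 for these lists, and with 1 sum per line 2.24e-06, 2.63e-05 and 7.30e-07. Leaving out a line gave 6.67e-11 to 0.430 for antigen presentation, 2.12e-06 to 0.945 for interferon response and 0.0404 to 0.981 for alternative activation. For the cytotoxic list it gave 0.142 to 0.770, with the direction reversed without KO line 24 (0.421), and the mixed libraries gave 0.0316. For inhibitory receptors it gave 0.335 to 0.826, reversed without control line 18 (0.335) and KO line 24 (0.826). With 1 sum per line the direction also reversed for alternative activation (0.551), the cytotoxic list (0.996) and inhibitory receptors (0.868). None of these 3 lists passed in the fit over tumours. The other pairing of lines moved the concordance to 0.0903 in the line compartment and 0.622 in macrophage/monocyte-like cells.

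Among immune cells alone the difference was -30.4 percentage points for macrophage/monocyte-like and 2.57 for dendritic-like cells, and both then passed. It was 29.96 for T-cell-like cells in the same total, so these are not independent. On a log odds scale T-cell-like cells (1.07) and fibroblast-like cells (-0.38) did not pass. Within the mixed libraries fibroblast-like cells (-0.970) and cluster 14 (0.190) did not. With the other hashtag call the line compartment reversed to 0.947 and macrophage/monocyte-like cells passed at -6.80. With the stricter cell filter neutrophil-like (-0.0343) and fibroblast-like cells (-1.05) did not pass. At days 6, 10 and 16 alone dendritic-like cells passed (1.09), and with cluster 14 left out of the denominator fibroblast-like cells did not (-0.705). Leaving out a line gave -0.781 to -0.194 for neutrophil-like cells, -1.48 to -0.665 for fibroblast-like cells, -22.1 to 6.98 for the line compartment and 0.111 to 18.0 for cluster 14.

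Among named genes, Mif reversed in macrophage/monocyte-like cells to 0.14 within the mixed libraries, 0.14 with a library term, 0.0484 without KO line 19 and 0.0289 in cluster 18 alone, and leaving out a line gave -0.198 to 0.0484. In T-cell-like cells it reversed to 0.0781 without a count filter and 0.105 without KO line 19, and leaving out a line gave -0.258 to 0.105. Ogn reversed there to -0.15 with a library term.

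No paired analysis was possible by replicate number because the control and KO lines share none. Blocking by library was possible within the mixed libraries and gave the 532, 500 and 39 genes above, and tumours were not paired by library and day. At resolution 0.5 no neutrophil-like class was named, so that alternative gave no value, and a gene below the count filter of an alternative has none there. Depth limits the T-cell-like class most, with 6456 cells and 3765 genes tested.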

Other observations

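The test of TGF-beta response genes in this part was chosen only after the result was seen.

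Mixed library 2 held 3 tumours called WT in the hashtag sheet, at days 6, 10 and 16. Their Mif in the line compartment was 2469, 2623 and 2243 CPM. T-cell-like cells made up 2.19%, 3.27% and 8.98%, and cluster 22 made up 0.0686%, 0.413% and 0.127%. In the same library cluster 22 made up 2.66% and 4.90% of control line 18 tumours at days 6 and 10, and 0%, 0.0429% and 0.0736% of line 24 tumours at days 6, 10 and 16. Mmp9 in macrophage/monocyte-like cells was 3.13, 4.95 and 6.88 CPM in the WT tumours and 12.8 and 17.8 CPM in those of line 18. In those of line 24 it was 11.1, 4.47 and 5.77 CPM. Gzmd in T-cell-like cells was 137, 13.4 and 6.96 CPM in the WT tumours. It was 20.1 and 2628 CPM in line 18 and 0, 0.939 and 4.61 CPM in line 24. Tspan6 in the line compartment was 9.98, 8.10 and 7.28 CPM, against 25.9 and 36.8 CPM in line 18 and 4.14, 6.52 and 5.11 CPM in line 24. S100a16 was 15.6, 26.1 and 50.05 CPM in the WT tumours, 5.725 and 15.3 CPM in line 18 and 99.4, 153 and 101 CPM in line 24. Mif in the WT tumours thus lay above that in the line 18 tumours of this library (1828 and 2111 CPM). Their cluster 22, Mmp9 and Tspan6 nevertheless lay below both line 18 tumours, so low values of these 3 were not confined to tumours of low Mif. Their S100a16 and T-cell-like share lay below, and their Gzmd above, every line 24 tumour. These are 3 tumours of 1 library and of no labelled group.

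Whether genes changed in T-cell-like cells include a higher response to TGF-beta was examined with a list of 9 genes. It was written after Pmepa1, Smad7 and Skil had been seen among the changed genes, so it cannot count as support, and the question stays open. In T-cell-like cells 4 of the 9 were tested and all 4 were called higher (camera p 9.42e-11). In the line compartment 6 of 8 tested were called higher and 1 lower (camera p 1.44e-05), and in macrophage/monocyte-like cells the camera p was 0.441.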
